A study of Caenorhabditis elegans with 24 samples. Its data were reported in "Translational adaptation to heat stress is mediated by RNA 5‐methylcytosine in Caenorhabditis elegans" (2020).

How the data were processed

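RNA-seq and ribosome profiling (Ribo-seq) were done on whole adult C. elegans of both strains, kept at 20 °C or heat shocked at 27 °C, in 3 replicates per group and assay, 24 libraries in all. The deposited files hold raw counts per gene, 1 file per library, which the authors made as follows. For RNA-seq, reads of rRNA-depleted input RNA from the lysates also used for footprinting were quality checked with FastQC, trimmed with Trimmomatic, freed of rRNA reads with SortMeRNA and aligned with HISAT2 to WBcel235, and the authors obtained counts per gene with HTSeq-count. For Ribo-seq the authors kept uniquely aligned footprints of the lengths that showed codon periodicity, placed them on the longest coding sequence of each gene, left out its first codons and deposited counts of the in-frame footprints within it. The version of HTSeq-count, its strand setting and the annotation release were not stated, so reads of near-identical, overlapping or antisense genes could have been split, and such genes are described as uncertain. The heat treatment, the genotype and the assay of each library were taken from the labels. The labels also describe other growth temperatures and feeding with RNAi bacteria, which belong to other experiments and were not used here.

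Files were read as whole numbers. Of 20447 genes in the files, 20159 were present in the Ensembl release 115 annotation of WBcel235, the build the authors used, and 19620 were given a symbol. Coordinates are 1-based and from that annotation. The longest coding sequence per gene (19602 genes, 6 left out because it was not a complete reading frame) gave CDS length, GC content and codon proportions. Over all these sequences UUG made up 2.02% of codons, leucine codons 8.62% and proline codons 4.91%.

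Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalisation within each assay, the filterByExpr filter (minimum count 10, minimum total 15), quasi-likelihood fits and Benjamini-Hochberg adjustment. A gene is described as called at an adjusted p under 0.05, and all tests were two-sided. The 12 libraries of an assay entered 1 fit with a coefficient per group, and 5 contrasts were taken in each of RNA, RPF and TE: noNSUN against wild type at 20 °C and at 27 °C, 27 °C against 20 °C in each genotype, and the difference of the heat response between the genotypes. Translation efficiency was tested in a fit over all 24 libraries as the interaction of assay and group, on genes that passed the filter in both assays. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. Values per group are counts per TMM-scaled library size (CPM), as mean ± SD, while the floor of 3 counts is given per library against its total count. The number of genes expected by chance at an unadjusted p under 0.05 is that share of the genes tested.

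The replicate numbers come from the sample titles, which give replicates 1, 2 and 3 in every group, and the titles do not state what the numbers stand for. Whether they pair the libraries was checked by the correlation of same-numbered libraries' deviations from their group means. For RNA this correlation was positive, and fits with the replicate number as a block are given beside those without it. The input RNA of a lysate and its footprints come from the same animals, so for TE a fit with 1 coefficient per lysate is also given.

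Gene sets were tested with cameraPR of limma 3.58.1 on signed z values with an inter-gene correlation of 0.01, against all other tested genes, in 14 tests of the genotype difference. Its p refers to the mean z of the set, whose direction can differ from that of the median shift, and this was compared after the data were seen. A set needed at least 10 tested genes. Collagen genes were those with symbols starting with col-, and ribosomal protein genes those starting with rpl-, rps- or rla-. Codon-enriched genes were defined by the limit of the study, a codon share of at least 3 times that over all coding sequences. For UUG no tested gene passed 3 times, so the set was defined at 2 times. Leucine summed over its codons reached 3 times in 0 tested genes and 2 times in 1, so the set held genes in which any single leucine codon was at least 3 times enriched. That definition had been listed before the data were examined as an alternative, and its use in the main test departs from the plan. Proline was summed over its codons at 3 times. Exact permutation tests used the set's median log2 TE or log2 CPM (pseudocount 0.5) in each lysate relative to that of all tested genes, 3 against 3, for which the smallest p is 0.1.

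The genes named in the text were chosen by a rule set before the data were examined. It comprised a fixed list (the mutated nsun genes, heat-shock genes, ife-1 and pat-10, 16 gene identifiers in all) and, for each contrast between a pair of groups, the 2 genes with the largest rise and the 2 with the largest fall among called genes with a mean of at least 10 CPM and no overlap between the groups. The symbols hsp-16.11, hsp-16.49 and daf-21 of the list were not found in the name tables and were left out. Genes listed under another symbol were not searched for, so a missing symbol does not mean a missing gene. Genes named outside this rule are described as named after their values were seen.

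Numbers of called genes and set shifts were recomputed with RLE size factors, a filter on a mean of at least 10 counts, the replicate block, leaving out each library (or lysate) and, added after the data were seen, each replicate number. Both were also recomputed with no filter on low counts and, except for the difference of the heat response, in a fit on the compared groups alone, which for the set shifts was added after the data were seen. Numbers of called genes, but not set shifts, were recomputed with DESeq2 1.42.0. For TE the mean of at least 10 counts was taken over RNA and RPF libraries together, which kept 8802 genes against 1599 in the main fit. For TE, TMM over all 24 libraries and the lysate block were also used, and calls were also counted at a log2 fold change of at least 1. Set tests were repeated with an inter-gene correlation of 0.05, with 10000 random sets matched on mean expression in 20 bins, with other enrichment limits and with coding sequences of at least 100 codons. An offset for CDS length and GC content, a loess curve per library with span 0.5, was added after the data were seen, alone and together with the replicate block. RPF libraries were also thinned to the smallest total of 22761 counts in 10 draws. For each count of called genes, the libraries were regrouped in the ways that part as many same-numbered pairs, 4 splits for a contrast of 2 groups and 32 for the interaction, the real one included. The functions were tested on simulated data, in which 90.5%, 88% and 89% of 200 genes changed by a log2 of 2 were recovered for RNA, RPF and TE, with 3.72%, 4.86% and 3.26% of the calls false. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.

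The depth was 1918731 to 3412334 counts per RNA library and 22761 to 396184 per RPF library, so that 3 counts equal 0.879 to 1.56 CPM and 7.57 to 132 CPM. Codon occupancy along transcripts was not analysed here, because the files hold counts per gene without positions. Polysome profiles, tRNA methylation and phenotypes were not analysed here.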

Results

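Gene expression and translation were measured in wild-type C. elegans and in noNSUN animals, a quadruple mutant in which nsun-1, nsun-2 and nsun-4 carry point mutations and nsun-5 a deletion allele, so that no RNA 5-methylcytosine methyltransferase of this family is predicted to be active. Whole adult animals were kept at 20 °C or given a heat shock at 27 °C. From each lysate 1 RNA-seq library was made from rRNA-depleted input RNA, and 1 ribosome profiling library from the mRNA fragments protected by ribosomes (RPFs). The 24 libraries fell into 8 groups of 3 replicates, 1 group for each assay, genotype and temperature.

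The RNA libraries held between 1918731 and 3412334 counts, with a median of 2715851 and a 1.78-fold range. The RPF libraries were much smaller, between 22761 and 396184 counts with a median of 61177.5, a 17.4-fold range. At 20 °C the RPF totals were 49654, 140854 and 65107 in wild-type replicates 1, 2 and 3, and 96406, 57248 and 35173 in the noNSUN replicates. At 27 °C they were 101435, 34100 and 22761 in wild type, and 162712, 396184 and 31776 in noNSUN. The corresponding RNA totals at 20 °C were 2881499, 2790639 and 3395428 in wild type, and 2641063, 3412334 and 3173393 in noNSUN. At 27 °C they were 2889990, 2042024 and 1918731 in wild type, and 2093410, 2094015 and 2621834 in noNSUN. Between 9351 and 10891 genes reached 10 counts in an RNA library, against 439 to 5550 in an RPF library. A floor of 3 counts corresponded to 0.879 to 1.56 CPM (a gene's counts scaled to a common library size) in the RNA libraries and to 7.57 to 132 CPM in the RPF libraries. These floors cover counting error only, because the reads carried no molecular identifiers. The 10 most abundant genes took 7.42% to 11.5% of the counts in an RNA library and 7.59% to 13% in an RPF library.

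**Figure D1:**
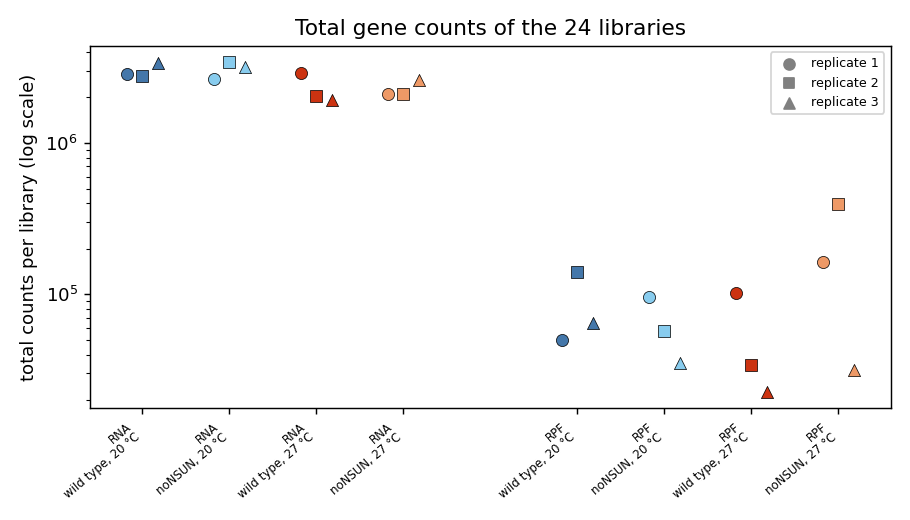
Total counts of the 12 RNA and the 12 RPF libraries on a log axis, 1 point per library, grouped by genotype and temperature, with shape for replicate number. The RNA totals lie between 1918731 and 3412334, and the RPF totals between 22761 and 396184.

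Replicates were first compared with each other, to see what separates the libraries. Spearman correlations between replicates, taken across genes, which are not independent replicates, were 0.933 to 0.99 for RNA and 0.687 to 0.866 for RPF, and no pair of libraries was identical. Within a lysate, RNA and RPF counts of 1599 genes had a Spearman correlation across genes between 0.474 and 0.669, with a median of 0.548. In a principal component analysis of the RNA libraries, the first component (41.4% of the variance) did not follow genotype or temperature. It placed the 4 replicate 1 libraries between 11.39 and 58.88, and each of the others at or below -1.987. The highest score was that of the wild-type library at 20 °C, whose Spearman correlations with replicates 2 and 3 were both 0.933. The second component (18.8%) separated the temperatures, with scores of 15.02 to 19.15 at 20 °C and of -19.24 to -13.58 at 27 °C. For RPF, the first component (22.3%) separated the temperatures, from 4.276 to 14.18 at 20 °C and from -20.49 to -2.724 at 27 °C. RNA libraries with the same replicate number deviated together from their group means, with a mean correlation of 0.383 over 18 pairs, against -0.18 over the 36 pairs with different numbers. RNA results are therefore given both without and with the replicate number as a block. The block takes 1 effect per replicate number for all groups, so a replicate 1 effect of unequal size is only partly removed. RNA and RPF libraries of the same lysate had a mean correlation of their deviations of 0.212 over 12 lysates, so translation efficiency is given without and with the lysate as a block.

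**Figure D2:**
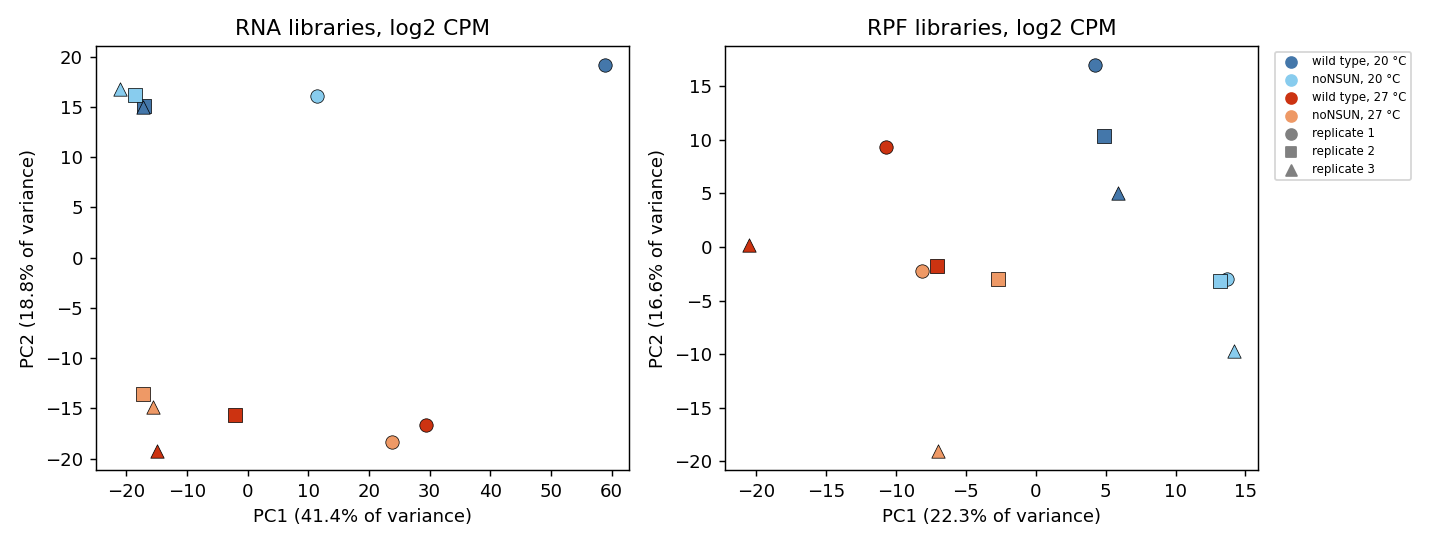
Principal component scores of the RNA libraries (left) and the RPF libraries (right) from log2 CPM, with colour for genotype and temperature and shape for replicate number. The RNA replicate 1 libraries score 11.39 to 58.88 on the first component, while the second component parts 20 °C (15.02 to 19.15) from 27 °C (-19.24 to -13.58).

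The mutated genes were examined in every library. RNA counts of nsun-5 (WBGene00013151, a protein-coding gene on chromosome II, 14969617 to 14977005, plus strand, WBcel235) were lower in noNSUN. The allele there is a deletion, so counts per gene cannot separate fewer transcripts from missing sequence. At 20 °C the wild-type RNA libraries had 72, 64 and 60 nsun-5 counts and the noNSUN libraries 34, 36 and 41, or 22.4 ± 3.47 against 12.3 ± 1.51 CPM (SD, n = 3). At 27 °C the counts were 46, 45 and 41 against 27, 35 and 36, or 19.4 ± 3.16 against 14.1 ± 1.94 CPM (SD, n = 3). In CPM the groups did not overlap at 20 °C and overlapped at 27 °C. The log2 fold change of nsun-5 at 20 °C was -0.86 (SE 0.203, adjusted p = 0.371), with an adjusted p = 0.0394 under the replicate block, and at 27 °C it was -0.45 (SE 0.211, adjusted p = 1, block adjusted p = 0.861). Transcripts of the point-mutated genes nsun-1 (WBGene00021073, chromosome II, 471262 to 475940), nsun-2 (WBGene00021686, chromosome I, 1193158 to 1211376) and nsun-4 (WBGene00021476, chromosome I, 2308976 to 2312129) were present in both genotypes. For nsun-1 the 20 °C means were 142 ± 11.5 CPM in wild type and 126 ± 4.39 CPM in noNSUN, and the 27 °C means 102 ± 3.34 and 107 ± 5.63 CPM (SD, n = 3). For nsun-2 they were 134 ± 3.37 and 141 ± 3.97 CPM at 20 °C, and 118 ± 6.78 and 109 ± 10.3 CPM at 27 °C (SD, n = 3). For nsun-4 they were 29.7 ± 3.26 and 29.3 ± 2.26 CPM at 20 °C, and 32.5 ± 2.56 and 26.1 ± 4.57 CPM at 27 °C (SD, n = 3). The log2 fold changes of these genes lay between -0.31 and 0.07, and none was called. The sign of the nsun-4 change at 20 °C (-0.02) turned to 0.04 with the length and GC offset. In the RPF libraries nsun-5 had 0 to 7 counts and nsun-4 had 0 to 4, too few for a test.

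The comparison of noNSUN with wild type asked which transcripts depend on the methyltransferases at each temperature. Of 10815 genes tested with edgeR, 9 differed in RNA at 20 °C at an adjusted p under 0.05, 7 higher and 2 lower in noNSUN, and 491 had an unadjusted p under 0.05, against 540.8 given by chance. With the replicate block 160 genes were called, 67 higher and 93 lower, among them the same 9. This was the alternative that moved the number most, while a fit on the compared libraries alone called 0 genes, with 266 at an unadjusted p under 0.05. At 27 °C 3 genes were called, 2 higher and 1 lower, with 306 at an unadjusted p under 0.05. They were irg-5, dod-23 and T25C12.3, which were also called at 20 °C in the same direction, and the block gave 23 genes (18 higher and 5 lower). All 9 genes called at 20 °C had the same sign at 27 °C. The genotype difference at 20 °C and at 27 °C had a Spearman correlation of 0.297 across the 10815 genes, which are not independent replicates.

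The transcript with the largest rise was irg-5 (WBGene00009429, protein-coding, chromosome V, 13737010 to 13738474), at 40.8 ± 12.4 CPM in wild type and 166 ± 3.13 CPM in noNSUN (SD, n = 3) at 20 °C. Its log2 fold change of 2.02 (SE 0.188, adjusted p = 8.09e-04) was 2.03 with the block. At 27 °C irg-5 rose from 23.9 ± 4.35 to 134 ± 12.8 CPM (SD, n = 3), a log2 fold change of 2.48 (SE 0.203, adjusted p = 1.86e-04, and 2.47 with the block). The collagen transcript col-20 (WBGene00000609, protein-coding, chromosome II, 4869670 to 4870791) rose at 20 °C from 49.5 ± 21.1 to 181 ± 21 CPM (SD, n = 3), with a log2 fold change of 1.86 (SE 0.301, adjusted p = 0.041, and 1.91 with the block). T25C12.3 (WBGene00012018, protein-coding, chromosome X, 11491087 to 11499999) was the transcript with the largest fall, from 723 ± 274 to 141 ± 8.37 CPM (SD, n = 3) at 20 °C. Its log2 fold change was -2.36 (SE 0.232, adjusted p = 8.09e-04, block -2.31) there and -1.59 (SE 0.228, adjusted p = 0.0394, block -1.58) at 27 °C. The saposin-like spp-17 (WBGene00005002, protein-coding, chromosome I, 1016405 to 1017176) had a log2 fold change of -1.47 at 20 °C (SE 0.238, adjusted p = 0.041, block -1.46). For dod-23 (WBGene00009898, protein-coding, chromosome II, 8398161 to 8399164) the 27 °C means were 66.4 ± 4.7 and 187 ± 32.9 CPM (SD, n = 3), with a log2 fold change of 1.497 (SE 0.217, adjusted p = 0.0394, block 1.48). In each of these comparisons the 3 wild-type and the 3 noNSUN libraries did not overlap. Across 9 fits that each left out 1 library or 1 replicate number, irg-5 was called in 7 at either temperature. T25C12.3 was called in 7 of those fits at 20 °C and in 1 at 27 °C. At 20 °C col-20 was called in 3 and spp-17 in 4, and at 27 °C dod-23 was called in 1.

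**Figure D3:**
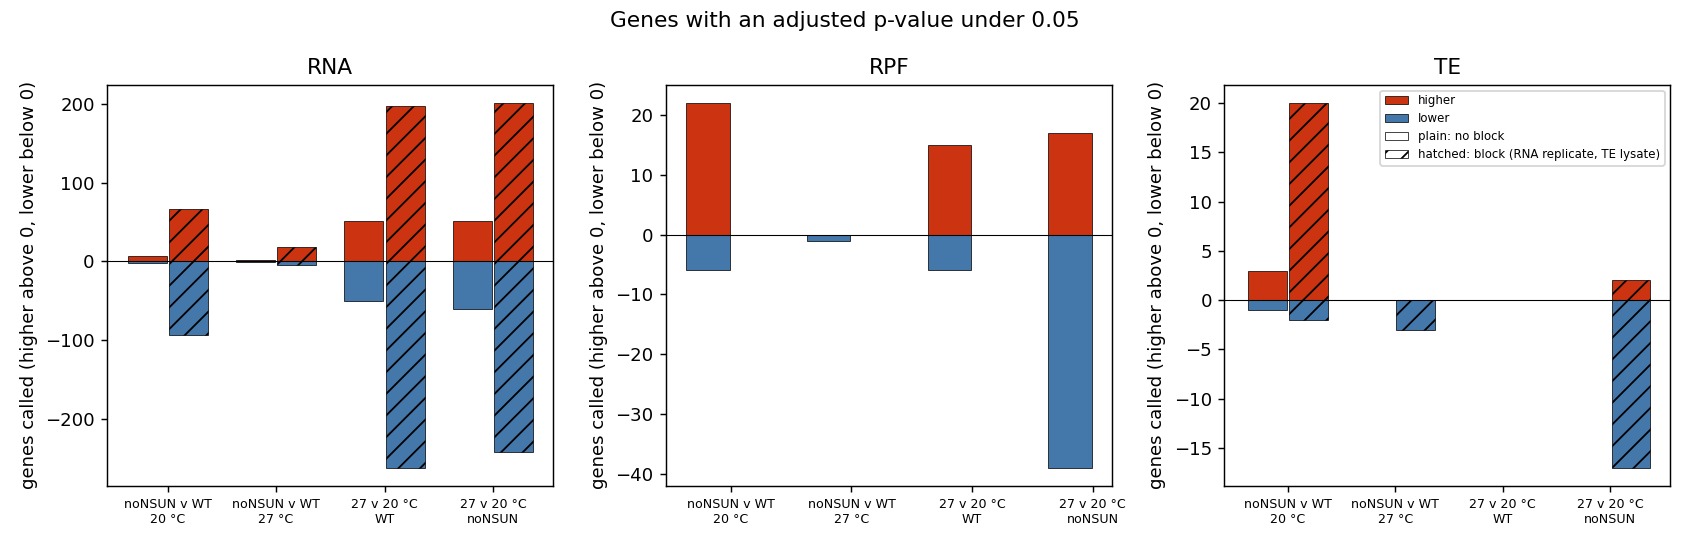
Number of genes with an adjusted p under 0.05 in each comparison, split into higher and lower genes, for RNA, RPF and translation efficiency (TE), without a block and with the replicate block (RNA) or the lysate block (TE). For RNA the genotype difference at 20 °C rises from 9 to 160 genes with the block, and the wild-type heat response from 102 to 459.

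The same comparison in ribosome footprints asked which genes differ in the amount of translated mRNA. Of 1624 genes tested, 28 were called at 20 °C, 22 higher and 6 lower in noNSUN, and 275 had an unadjusted p under 0.05, against 81.2 given by chance. Among fits on all replicates without a block, the alternative that moved this number most was an offset for coding sequence (CDS) length and GC content, with which 4 genes were called, all of them among the 28. With the block and the offset 33 were called, 17 of the 28 among them. These 4 genes, npp-11, spp-14, T25C12.3 and daf-41, are named after their values were seen. At 27 °C 1 gene, hsp-90, was called, with 120 genes at an unadjusted p under 0.05. Of the 28 genes called at 20 °C, 23 had the same sign at 27 °C. Among genes tested in both assays, 4 were called in RNA and 25 in RPF at 20 °C, and 3 of these, col-20, T25C12.3 and dod-23, were called in both in the same direction. Across the 1599 genes tested in both assays, which are not independent replicates, the genotype difference in RNA and in RPF had a Spearman correlation of 0.169 at 20 °C and of 0.213 at 27 °C.

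Footprints of npp-11 (WBGene00003797, protein-coding, chromosome I, 3818074 to 3821496) rose at 20 °C from 56.4 ± 32 to 291 ± 144 CPM (SD, n = 3), on 1, 10 and 5 counts in wild type and 40, 9 and 9 in noNSUN, with a log2 fold change of 2.25 (SE 0.469, adjusted p = 0.0167). For col-20 the means were 89.8 ± 85.1 and 360 ± 47.1 CPM (SD, n = 3) and the log2 fold change 1.99 (SE 0.529, adjusted p = 0.0478). T25C12.3 fell from 442 ± 155 to 97.6 ± 25.8 CPM (SD, n = 3), a log2 fold change of -2.23 (SE 0.394, adjusted p = 0.00665). ZK856.7 (WBGene00014108, protein-coding, chromosome V, 10202098 to 10202610) fell from 275 ± 45.2 to 96.7 ± 33.7 CPM (SD, n = 3), a log2 fold change of -1.45 (SE 0.37, adjusted p = 0.0413). The RPF change of dod-23, named after its value was seen, was 1.29 (SE 0.292, adjusted p = 0.019). At 27 °C footprints of the heat-shock protein gene hsp-90 (WBGene00000915, protein-coding, chromosome V, 14684918 to 14688545) were 13420 ± 3210 CPM in wild type and 5851 ± 1064 CPM in noNSUN (SD, n = 3). Its log2 fold change was -1.18 (SE 0.227, adjusted p = 0.0245), and that of its RNA was -0.28 (adjusted p = 1). In fits that left out libraries or replicate numbers in turn, npp-11 was called in 4 of 8, T25C12.3 in 5 of 9, dod-23 and hsp-90 in 3 of 9, and col-20 and ZK856.7 in 1 of 9.

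Translation efficiency (TE), the ratio of RPF to RNA, was tested as an interaction in 1 model over both kinds of library, to ask whether translation changed beyond mRNA abundance. Of 1599 genes, 4 were called at 20 °C, 3 higher and 1 lower in noNSUN, and 265 had an unadjusted p under 0.05, against 79.95 given by chance. With the lysate block 22 genes were called, 20 higher and 2 lower, including the same 4. Among fits on all replicates without a block, DESeq2 moved the number most, to 34, whereas with the length and GC offset 0 genes were called, with 211 at an unadjusted p under 0.05. The 4 genes were npp-11 with a log2 TE change of 2.16 (SE 0.419, lysate block 2.20), osm-11 (WBGene00003891, protein-coding, chromosome X, 17420211 to 17421582) with 1.84 (SE 0.391, block 1.78), nucl-1 (WBGene00019510, protein-coding, chromosome IV, 8286587 to 8289530) with -1.03 (SE 0.221, block -1.001) and ubq-2. Each had an adjusted p = 0.0425 without the block, and between 0.00547 and 0.021 with it. ubq-2 (WBGene00006728, protein-coding, chromosome III, 12977963 to 12978523), named after its value was seen, changed by 1.29 (SE 0.279, block 1.26). In fits that left out lysates or replicate numbers in turn, npp-11 was called in 3 of 8, ubq-2 in 3 of 9, and osm-11 and nucl-1 in 2 of 9. At 27 °C 0 genes were called, with 96 at an unadjusted p under 0.05, and the lysate block called 3, all lower. In 2 transcripts chosen for footprints at UUG codons, the TE change was -0.44 at 20 °C and 0.77 at 27 °C for ife-1 (adjusted p = 0.51 and adjusted p = 0.63), and -0.10 and -0.21 for pat-10 (adjusted p = 0.928 and adjusted p = 0.997). Neither was called at either temperature.

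Whether codon content sets a gene's response was asked with 3 sets of genes enriched in UUG, leucine or proline codons. The shift of a set is its median log2 change minus the median of all tested genes, and limma's cameraPR tested it against all other genes, with adjustment over the 14 set tests of the genotype difference. At 20 °C the TE of 123 leucine-enriched genes was shifted by 0.37 in noNSUN, with 99 of 123 genes higher (p of 1.27e-09, adjusted p = 8.89e-09). With the lysate block the shift was 0.36 (adjusted p = 4.17e-09 over 6 tests, 98 genes higher). The alternative that moved it most defined the set by leucine codons summed at 1.5 times the average, which left 15 genes and a shift of 0.03, and under the length and GC offset it was 0.13. At 27 °C the leucine shift was -0.06, with 54 of 123 genes higher (p of 0.258, adjusted p = 0.387), and -0.04 with the block. The 31 proline-enriched genes were shifted by 0.48 at 20 °C, 25 of them higher (p of 0.00124, adjusted p = 0.00434), by 0.43 with the lysate block (adjusted p = 0.0013) and by 0.04 under the length and GC offset. At 27 °C their shift was -0.14, with 13 of 31 genes higher (p of 0.39, adjusted p = 0.426), and -0.08 with the block. The 21 UUG-enriched genes were shifted by -0.09 at 20 °C, 8 of them higher (p of 0.262, adjusted p = 0.387), and by 0.12 at 27 °C, 12 of them higher (p of 0.386, adjusted p = 0.426). Their shifts with the lysate block were -0.08 and 0.11. The difference between the temperatures was tested for each set and is given with the additional observations.

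The set tests take genes, not animals, as their units. With lysates as units, the leucine set's median TE relative to all genes was 0.25 ± 0.0597 in noNSUN and -0.08 ± 0.0813 in wild type (SD, n = 3) at 20 °C, higher in 3 of 3 same-numbered pairs (difference 0.33, two-sided exact permutation p = 0.1, the smallest that 3 against 3 can give). At 27 °C it was -0.01 ± 0.0756 in noNSUN and 0.21 ± 0.12 in wild type (SD, n = 3), higher in 0 of 3 pairs (difference -0.22, exact permutation p = 0.1). For the proline set the differences were 0.18 at 20 °C (exact permutation p = 0.6) and -0.28 at 27 °C (exact permutation p = 0.4). For the UUG set they were 0.05 (exact permutation p = 0.8) and -0.09 (exact permutation p = 0.6). This design cannot reach a p under 0.05.

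Collagen and ribosomal protein genes were tested as sets because cuticle and ribosome components are among the gene classes the study names. In RNA the 83 collagen genes had a shift of -0.51 at 20 °C, with 30 of 83 higher in noNSUN (p of 0.854, adjusted p = 0.854), and of -0.46 with the replicate block (adjusted p = 0.0811). At 27 °C the shift was -0.25, with 31 genes higher (adjusted p = 0.298), and -0.20 with the block (adjusted p = 0.804). Leaving out the wild-type replicate 1 library alone reversed these shifts to 0.22 (p of 1.42e-06) and 0.24 (p of 7.23e-06), with 60 of 85 genes higher at either temperature, but this keeps replicate 1 only in noNSUN and so mixes its effect with genotype. Without replicate 1 in both genotypes the shifts were -0.07 and -0.04, and with libraries as units 0 of 3 same-numbered pairs were higher at 20 °C and 2 of 3 at 27 °C. For collagen genes at 27 °C, in RNA and in RPF, the mean z behind the test pointed the other way from the median shift. The 78 ribosomal protein genes were shifted in RNA by -0.05 at 20 °C, 25 of them higher (p of 0.0742, adjusted p = 0.173), and by 0.03 at 27 °C, 49 of them higher (adjusted p = 0.426). With the replicate block the 20 °C shift of -0.05 passed the threshold, with 23 genes higher (adjusted p = 0.019), and the 27 °C shift of 0.03 did not (adjusted p = 0.497). Under the length and GC offset the 20 °C shift was -0.002469 (p of 0.551). It was -0.007499 with the block and the offset, with 36 of 78 genes higher (p of 0.793). In RPF, 75 ribosomal protein genes were shifted by 0.55 at 20 °C, 66 of them higher (p of 2.93e-15, adjusted p = 4.1e-14), and by 0.08 at 27 °C, 44 of them higher (p of 0.0389, adjusted p = 0.109). The 34 collagen genes were shifted in RPF by 0.30 at 20 °C, 25 of them higher (p of 1.91e-04, adjusted p = 8.9e-04), and by 0.11 at 27 °C, 18 of them higher (adjusted p = 0.387). Under the length and GC offset the RPF shifts at 20 °C were 0.16 for ribosomal protein genes and -0.01 for collagen genes. The direction of the RPF collagen shift at 27 °C did not hold with libraries as units, where the difference was -0.38, higher in 0 of 3 pairs (exact permutation p = 0.1, the smallest that 3 against 3 can give), nor across fits that each left out a library or replicate number, where it was -0.49 to 0.01, nor with no filter on low counts, where it was -0.52 (p of 2.04e-06). Without the filter the median RPF change of all tested genes at 27 °C was 0.31, against -0.00087 with it. Part of the -0.52 can therefore come from a moved reference. With no filter the RPF collagen shift at 20 °C was 0, with 57 of 120 genes higher, but the test still passed by a higher mean z (p of 0.00403). With libraries as units the other differences in RNA and RPF had the same sign as the shift, with exact permutation p-values between 0.2 and 0.9.

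**Figure D4:**
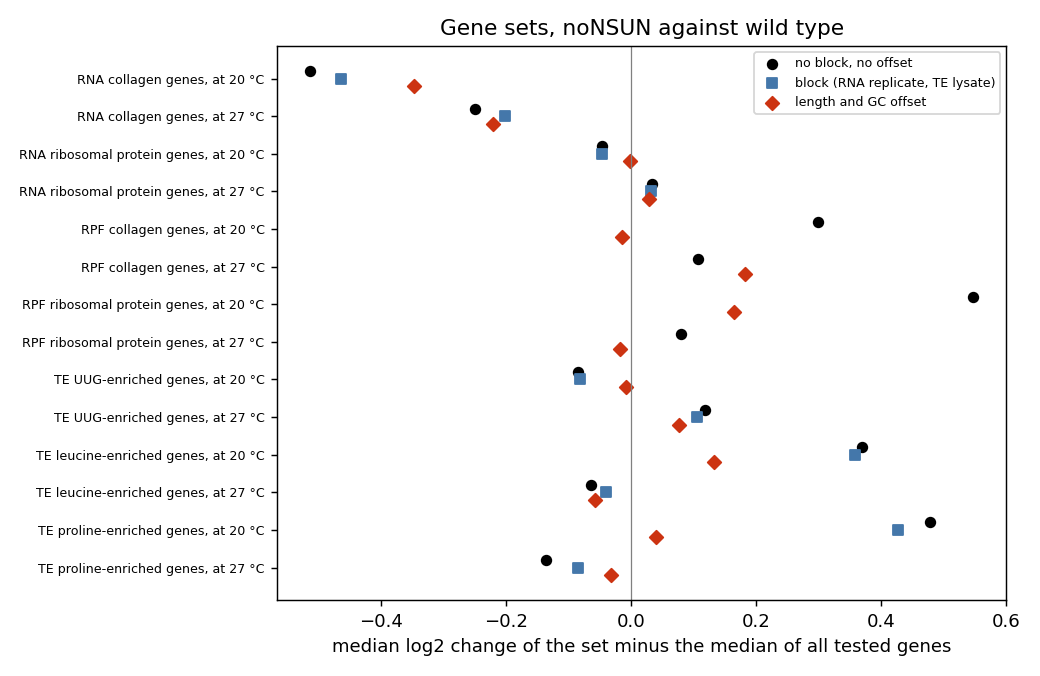
Shift of each gene set in noNSUN against wild type, as the median log2 change of the set minus the median of all tested genes, without a block, with the block (replicate for RNA, lysate for TE) and with the length and GC offset. The offset moves the 20 °C shifts from 0.55 to 0.16 (RPF, ribosomal proteins), from 0.37 to 0.13 (TE, leucine) and from 0.48 to 0.04 (TE, proline).

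The response to heat was compared between the genotypes, to ask whether animals without the methyltransferases respond in another way. In RNA 102 genes were called between 27 °C and 20 °C in wild type, 51 higher and 51 lower, with 1055 at an unadjusted p under 0.05. In noNSUN 112 genes were called, 51 higher and 61 lower, with 984 at an unadjusted p under 0.05. The replicate block raised these numbers to 459 (197 higher, 262 lower) and 443 (201 higher, 242 lower), each including all genes called without it. A fit on the compared libraries alone gave 23 and 239 genes. The responses shared 72 genes, all in the same direction, and 240 with the block. All 102 genes called in wild type had the same sign in noNSUN, and 111 of the 112 called in noNSUN had the same sign in wild type. The heat response in wild type and in noNSUN had a Spearman correlation of 0.458 across 10815 genes, which are not independent replicates.

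Among heat-shock transcripts, hsp-16.2 (WBGene00002016, protein-coding, chromosome V, 1804334 to 1804957) had at most 3 counts per library in wild type at 20 °C and 141 ± 36.4 CPM (SD, n = 3) at 27 °C, at least 137-fold higher (adjusted p = 1.03e-06). In noNSUN it rose from 1.3 ± 0.415 to 149 ± 53.2 CPM (SD, n = 3), a log2 fold change of 6.76 (SE 0.366, adjusted p = 1.16e-06). The log2 fold changes of hsp-16.41 (WBGene00002018, protein-coding, chromosome V, 1805178 to 1805875) were 6.70 in wild type (SE 0.438, adjusted p = 4.12e-06) and 6.55 in noNSUN (SE 0.418, adjusted p = 3.8e-06). Those of hsp-70 (WBGene00002026, protein-coding, chromosome I, 9320325 to 9322519) were 4.72 in wild type (SE 0.391, adjusted p = 4.28e-05) and 5.61 in noNSUN (SE 0.415, adjusted p = 1.13e-05). The largest falls in wild type were -2.77 for pud-3 (WBGene00017501, protein-coding, chromosome V, 2324634 to 2325152, SE 0.405, adjusted p = 0.00346) and -2.54 for T13F3.6 (WBGene00011753, protein-coding, chromosome V, 16270300 to 16271221, SE 0.3, adjusted p = 6.97e-04). In noNSUN they were -2.74 for acdh-1 (WBGene00016943, protein-coding, chromosome I, 6497436 to 6499560, SE 0.22, adjusted p = 2.07e-05) and -2.56 for col-80 (WBGene00000656, protein-coding, chromosome II, 10707201 to 10708287, SE 0.236, adjusted p = 8.57e-05). In the fits that left out libraries or replicate numbers, hsp-16.2, hsp-16.41, hsp-70, acdh-1 and col-80 were called in 9 of 9, T13F3.6 in 8 and pud-3 in 7. In the main RNA fit neither F44E5.4 nor F44E5.5 nor hsp-1 was called. With the replicate block F44E5.4 and F44E5.5 were called in both genotypes and hsp-1 in neither, and without a block F44E5.4 was called in noNSUN with no filter on low counts and on the compared groups alone. Across the 8 alternative fits that kept all libraries, hsp-1 was called in 1 in noNSUN and in 0 in wild type. In the fit without replicate 1, F44E5.5 was called in wild type, and F44E5.4 and hsp-1 in noNSUN, where F44E5.4 was also called without replicate 2. Of 14 tested genes in the list of genes fixed before the data were examined, 6 were called in wild type and 5 in noNSUN over all genes, and 8 and 9 when adjusted over the list alone. For the genotype difference these numbers were 0 and 0 over all genes, and 1 (nsun-5) at 20 °C and 0 at 27 °C over the list alone. The symbols hsp-16.1 and hsp-16.48 each cover a pair of near-identical gene copies, and F44E5.4 and F44E5.5 are near-identical neighbours, so their single values are uncertain.

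In RPF 21 genes were called with heat in wild type, 15 higher and 6 lower, with 172 at an unadjusted p under 0.05, and 56 in noNSUN, 17 higher and 39 lower, with 268. The responses shared 15 genes, and 21 of 21 and 50 of 56 genes had the same sign in the other genotype. Among fits on all replicates without a block, the alternative that moved these numbers most was a fit on the compared libraries alone, which gave 15 and 74 genes. Among genes tested in both assays 13 were called in RNA and in RPF in wild type, and 17 in noNSUN. No footprint of hsp-70 was counted in the 6 libraries at 20 °C, so its rise was at least 5.24-fold in wild type (adjusted p = 1.96e-04) and at least 3.74-fold in noNSUN (adjusted p = 1.78e-04). With the same bound, hsp-16.2 footprints were at least 12.5-fold higher in wild type and at least 5.42-fold in noNSUN, and those of hsp-16.41 at least 5.3-fold and at least 5.25-fold. Footprints fell for acdh-1 by a log2 fold change of -1.95 in wild type (SE 0.384, adjusted p = 0.00329) and of -2.89 in noNSUN (SE 0.347, adjusted p = 4.23e-06). They also fell for hphd-1 (WBGene00012608, protein-coding, chromosome II, 12994354 to 12996571) in wild type (-2.30, SE 0.403, adjusted p = 6.95e-04) and for col-80 in noNSUN (-2.81, SE 0.622, adjusted p = 0.00557). For TE 0 genes were called with heat in either genotype, with 96 in wild type and 188 in noNSUN at an unadjusted p under 0.05. The lysate block called 0 in wild type, with 84 at an unadjusted p under 0.05, and 19 in noNSUN (2 higher, 17 lower).

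The difference of the heat response between noNSUN and wild type was tested directly as an interaction. No gene was called in RNA, RPF or TE (0 of 10815, 0 of 1624 and 0 of 1599), with 125, 84 and 133 genes at an unadjusted p under 0.05. The replicate block called 0 RNA genes, with 410 at an unadjusted p under 0.05, and the lysate block 0 TE genes, with 109. A different heat response of a single gene was not detected in any of these fits.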

Values the study reported

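The study reported that the NSUN mutations left an average adult body size 20% smaller and a brood 25% smaller in the noNSUN strain. It listed 40 tRNA positions with methylation above 50%, mostly in tRNAs for leucine and proline. For the polysomal fraction, no significant difference between the strains was found after a heat shock of 4 h at 27 °C. Translation efficiency was described as reduced in noNSUN for leucine-rich transcripts at both temperatures, for proline-rich transcripts at 20 °C, and for UUG-rich transcripts only with heat shock.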

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

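The tests of a difference between temperatures in this part were chosen only after the set results at each temperature had been seen, while the tests of technical effects on it were written down before they were run. In 5 results a gene set differed in its genotype effect between 27 °C and 20 °C by an interaction test. This test (limma's cameraPR, adjusted over 7 sets) takes genes, not animals, as its units. The difference between temperatures was not tested with lysates or libraries as units. For the leucine set the lysates of the temperatures also moved in opposite directions.

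The TE shift of leucine-enriched genes in noNSUN was lower at 27 °C than at 20 °C by an interaction shift of -0.4255 (adjusted p = 1.63e-09), and of -0.37 with the replicate block. The set's median TE was higher in noNSUN in 3 of 3 same-numbered pairs at 20 °C and in 0 of 3 at 27 °C. Under the offset for gene length and GC content together the interaction was reduced to -0.1947, but was still past the threshold (limma cameraPR p of 5.57e-04, and -0.18 with the block). Length and GC content may therefore account for part of this difference, which is not fully explained by them. With the RPF libraries thinned to equal sequencing depth the interaction was -0.3032 on 73 genes, and without the ribosomal protein genes in the set it was -0.3632, so neither removed it. In proline-enriched genes the interaction was -0.7362 (adjusted p = 0.00145), with -0.69 under the block. Length and GC content together reduced it to -0.2232 (p of 0.325), so this difference cannot be told apart from their effect. It was -0.5516 on 12 genes at equal sequencing depth and -0.8827 without the collagen genes in the set, which left 9 genes, below the minimum of 10 for a set test, so the part of the collagen genes could not be decided.

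In RPF the genotype shift of ribosomal protein genes differed between the temperatures by -0.5219 (adjusted p = 3.07e-09). It was -0.2291 under the offset for length and GC content (p of 0.0152, and -0.23 with the block), reduced but still past the threshold, and -0.3312 on 65 genes at equal sequencing depth. In fits that each left out a library or replicate number it was -0.6557 to -0.1221. The weakest value came without replicate 2 (limma cameraPR p of 0.018). With libraries as units the genotype difference of ribosomal protein genes in RPF was 0.45 at 20 °C (exact permutation p = 0.2). At 27 °C it was 0.12 (exact permutation p = 0.5), so libraries alone do not establish a difference between the temperatures. Collagen genes differed in RPF by -0.6638 (adjusted p = 0.00145). The offset for length and GC content moved this to -0.2095 (p of 0.518) and equal sequencing depth to -0.4556 on 12 genes, so it cannot be told apart from an effect of length and GC content. In the fits that left out libraries or replicate numbers the collagen difference was -0.7631 to -0.1112. Without replicate 2 (-0.1112) it did not pass the threshold (limma cameraPR p of 0.157). In RNA, ribosomal protein genes differed by 0.04845 (adjusted p = 0.0256, and 0.06 with the replicate block, adjusted p = 0.00168). With the offset for length and GC content this was 0.0206 (p of 0.472), and it likewise cannot be told apart from them. Its direction was also unstable across fits that each left out a library or replicate number. It was -0.04005 without the noNSUN replicate 2 library at 20 °C. Without the wild-type replicate 1 library at 27 °C it was 0.1466 (limma cameraPR p of 4.63e-07).

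With no filter on low counts the interaction was -0.27 (p of 0.0216) for leucine-enriched genes, -0.93 (p of 2.48e-05) for proline-enriched genes, -0.79 (p of 5.59e-06) for ribosomal protein genes in RPF and -0.87 (p of 1.28e-05) for collagen genes in RPF. For ribosomal protein genes in RNA it was 0.03 (p of 0.0512), no longer past the threshold. Without the filter the median of all tested genes, from which these shifts are measured, was itself 0.604 in TE and 0.555 in RPF. In the main fits it was 0.0467 and 0.0305, so part of the TE and RPF values can come from a moved reference.

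The 4 sets that differed between the temperatures in TE or RPF were short and GC-rich. Median CDS length was 588 nt in the leucine set, 897 nt in the proline set, 900 nt in collagen genes and 453 nt in ribosomal protein genes, against 1318.5 nt over all genes tested for TE and 1296 nt over those tested in RPF. Median GC content was 52.2%, 58%, 58.6% and 53.6%, against 47.4% and 47.5%. The UUG set was short as well (753 nt) but not GC-rich (44.7%), and its shift of 0.29 had the other direction without passing the threshold. The offset assumes that a relation between change and length or GC content is technical, and it would also remove a biological effect that follows these properties. Since codon content and GC content are linked, a biological explanation by genotype remains a hypothesis that the value of -0.1947 left by the offset is consistent with but cannot separate. The UUG set (adjusted p = 0.121) and collagen genes in RNA (0.15, adjusted p = 0.121, and 0.17 with the block, adjusted p = 0.017) did not pass the threshold without the block.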

How the results depend on the processing

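The choices listed here were set before the data were examined, except the offset for length and GC content, the fits without a whole replicate number, the set shifts with no filter or on the compared groups alone and the changes to the codon sets other than the planned limits, which were chosen after the data were seen. No test of a cause was made for the changes below, and for each of them the cause was not tested.

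With RLE size factors, all 15 numbers of called genes stayed within 1.5 times, as did the 5 TE numbers with TMM over all 24 libraries, and all 14 set shifts kept their direction and their side of the threshold with RLE. Other choices moved the number of called genes. In RNA the genotype difference at 20 °C (9 genes) gave 18 with DESeq2, 18 without a filter on low counts, 160 with the replicate block, 158 with the block and the length and GC offset, and 0 on the compared groups alone, with 266 genes at an unadjusted p under 0.05. At 27 °C (3 genes) the same fits gave 8, 6, 23, 42 and 5. The RNA heat response in wild type (102) gave 178 with DESeq2, 459 with the block, 502 with the block and the offset, 23 on the compared groups alone and 53 at a log2 fold change of at least 1. In noNSUN (112) these were 176, 443, 427, 239 and 53. The block numbers go with a mean correlation of same-numbered RNA libraries of 0.383.

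In RPF the same-numbered libraries had a mean correlation of 0.0771 and in TE of 0.0166. RPF at 20 °C (28 genes) gave 9 without a filter, 17 at a mean of at least 10 counts, 56 with the replicate block and 4 with the offset. At 27 °C (1 gene) it gave 2 with DESeq2, 3 without a filter, 6 with the block, 4 on the compared groups alone and 4 with the block and the offset. The RPF heat response gave 32 with the block and 33 with the block and the offset in wild type (21), and 87 and 120 in noNSUN (56). TE at 20 °C (4 genes) gave 34 with DESeq2, 49 with the replicate block, 22 with the lysate replicate block and 18 with the block and the offset. It gave 0 without a filter, 0 at a mean of at least 10 counts, 0 on the compared groups alone and 0 with the offset, with 929, 798, 166 and 211 genes at an unadjusted p under 0.05. TE at 27 °C (0 genes, 96 at an unadjusted p under 0.05) gave 1 with DESeq2 and 3 with the lysate replicate block. The TE heat response gave 1 with DESeq2 in wild type (0, with 96). In noNSUN (0, with 188) it gave 14 with DESeq2, 1 without a filter, 1 at a mean of at least 10 counts, 12 with the replicate block, 19 with the lysate replicate block, 4 on the compared groups alone and 2 with the block and the offset. The TE interaction (0, with 133) gave 1 with DESeq2.

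Leaving out each library or replicate number gave ranges of 0 to 152 genes for RNA at 20 °C, 0 to 72 at 27 °C, 8 to 583 for heat in wild type, 13 to 587 for heat in noNSUN and 0 to 5 for the interaction. For RPF the ranges were 0 to 42, 0 to 5, 10 to 37, 26 to 64 and 0 to 7, and for TE 0 to 52, 0 to 4, 0 to 1, 0 to 2 and 0 to 12, in the same order. The highest RNA numbers came without replicate 1.

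Set shifts are measured from the median of all tested genes, which other filters moved. In TE at 27 °C this median was 0.362 with no filter and 0.218 at a mean of at least 10 counts, against 0.0263 in the main fit. In RPF at 27 °C it was 0.31 with no filter, against -0.00087. Among the gene sets, the RPF shift of ribosomal protein genes at 20 °C kept its direction and its side of the threshold under every alternative run, from 0.15 to 0.75. The TE shift of leucine-enriched genes at 20 °C did so in all but 1, in which leucine was summed over its codons at 1.5 times (0.0277 on 15 genes). The proline shift at 20 °C (0.48) was weaker with the offset (0.0399) and with the block and the offset (0.0201), and was 0.15 to 0.67 across the fits that each left out a lysate or replicate number. At 27 °C (-0.14) it passed the unadjusted threshold at a mean of at least 10 counts (-0.28) and with no filter (-0.34), and was 0.0289 without collagen genes (9 genes) and -0.39 to -0.0583 in the leave-out fits. The leucine shift at 27 °C (-0.06) reversed to 0.0744 with no filter (p of 0.97) and was -0.14 to 0.0645 in the leave-out fits. Among these it passed the unadjusted threshold without the wild-type replicate 1 lysate (-0.1421, p of 0.0113) and without replicate 1 (-0.0955, p of 0.0228). It reversed without the wild-type replicate 2 lysate (0.0351) and without replicate 2 (0.0645). The UUG shift at 20 °C (-0.09) reversed to 0.26 with no filter and an enrichment of at least 3 times (14 genes), and was -0.19 to 0.00152 in the leave-out fits. At 27 °C (0.12) it reversed to -0.0907 at a mean of at least 10 counts and was -0.0885 to 0.40 in the leave-out fits. Among these it passed the unadjusted threshold without replicate 1 (0.3646 on 14 genes, p of 0.0243). An enrichment of 3 times with the filter left no tested UUG gene and gave no value, as did leucine summed at 3 times and at 2 times, with 0 and 1 tested genes.

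In RNA the collagen shift at 20 °C (-0.51) passed the unadjusted threshold with the block (-0.46) and against random sets matched on expression (-0.51), and was -0.68 to 0.22 in the leave-out fits. At 27 °C (-0.25) it passed against random sets (-0.25) and was -0.66 to 0.24 in the leave-out fits. At either temperature only the fit without the wild-type replicate 1 library reversed it, past the unadjusted threshold in the other direction (p of 1.42e-06 and 7.23e-06), and that fit keeps replicate 1 only in noNSUN. At a mean of at least 10 counts (-0.20, p of 0.0371) and on the compared groups alone (-0.19, p of 0.0433) the 27 °C test passed by a mean z above that of the other genes, opposite to the shift, and so did the fits without replicate 1 at either temperature and without the noNSUN replicate 2 library at 27 °C. These give no support to a lower set. The RNA shift of ribosomal protein genes at 20 °C (-0.05) passed with the block (-0.0469) and against random sets (-0.0533), and was -0.12 to 0.05002 in the leave-out fits. It was -0.002469 with the offset and -0.007499 with the block and the offset. At 27 °C (0.03) it passed against random sets (0.0387) and was -0.0666 to 0.12 in the leave-out fits. The RPF collagen shift at 20 °C (0.30) reversed with the offset (-0.0142) and with the block and the offset (-0.0014). It was 0 with no filter, where the test passed by a higher mean z (p of 0.00403). It was 0.94 on the compared groups alone and 0.0851 to 0.80 in the leave-out fits. At 27 °C (0.11) it reversed with no filter (-0.52, p of 2.04e-06) and was -0.49 to 0.0108 in the leave-out fits, 8 of 9 of which reversed it. The RPF shift of ribosomal protein genes at 27 °C (0.08, p of 0.0389) was no longer past the unadjusted threshold at a mean of at least 10 counts (0.0596), on the compared groups alone (0.0693), with an inter-gene correlation of 0.05 (0.0802) and against random sets (0.11), reversed with the offset (-0.0171) and with the block and the offset (-0.00128), and was -0.0719 to 0.30 in the leave-out fits. With no filter the test of these genes at 27 °C passed (p of 2.16e-07), although the median shift was 0.0138, with 39 of 78 genes higher. With the replicate block alone the RPF shifts were 0.54 and 0.12 for ribosomal protein genes and 0.25 and 0.03 for collagen genes, at 20 °C and 27 °C, and that of ribosomal protein genes at 27 °C then passed the adjusted threshold (adjusted p = 0.0481, against 0.109 without the block, 46 of 75 genes higher).

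Among the named genes, 1045 recomputed results kept their direction and their side of the threshold, 167 were weaker, 21 stronger and 7 reversed. The reversals were nsun-4 in RNA at 20 °C (0.0362 with the offset, 0.0354 with the block and the offset, and -0.0965 to 0.0697 in the leave-out fits) and pat-10 in TE at 20 °C (-0.33 to 0.16 in the leave-out fits), neither of which was called. The depth of the RPF libraries limited RPF to 1624 and TE to 1599 tested genes, against 10815 in RNA, and genes at 20 °C without footprints to lower bounds of their change.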

Other observations

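The tests of library size for replicate 1 and of length and GC content together for the RPF calls at 20 °C were chosen only after the result was seen, and the others were written before it.

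The replicate 1 RNA libraries stood apart from replicates 2 and 3 in every group. The difference was unequal in size, with first-component scores of 58.88 in wild type at 20 °C and of 11.39 to 29.48 in the other groups. With group accounted for, 2466 genes were higher and 1996 lower in replicate 1 out of 10815. In a list of moulting genes written before the test, the shift in replicate 1 was 0.6218, with 21 of 22 genes higher, and in a list of oocyte and eggshell genes it was -0.3779, with 0 of 18 genes higher. Animals of another developmental age in the replicate 1 populations are a candidate explanation that these values fit. The difference did not follow GC content (Spearman rho -0.0228 across genes) or gene length (rho -0.0216 across genes). Library size was no explanation either, since 4 of the 4 replicate 1 totals lay within the range of the others. Whether genotype and developmental age were fully separated in these libraries was not tested.

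In RPF at 20 °C more genes were called higher (22) than lower (6) in noNSUN. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of -0.29 with gene length and of 0.294 with GC content, both just under the limit of 0.3 set before. In the fits with the replicate block these were -0.285 and 0.284. With the offset for gene length and GC content together, 4 of the 28 genes were still called, 1 of them higher. With the block as well, 33 genes were called, 17 of them higher and 16 lower, and 17 of the 28 were among the 33. Length or GC content could therefore account for the excess of higher genes, while the share of the calls that reflects them could not be decided. At a sequencing depth thinned to 22761 counts per library, a median of 50% of the genes at an unadjusted p under 0.05 were higher. This test could not decide, since the share was already 58.5% at full depth, and 0 to 9 genes were called in the 10 draws.

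The set shifts at 20 °C were examined in the same way. Under the offset for gene length and GC content together the TE shift of leucine-enriched genes was 0.1332 in place of 0.37, still past the threshold, and without the ribosomal protein genes in the set it was 0.2764. That of proline-enriched genes was 0.03992 under the offset, so length and GC content could account for it. Without collagen genes in the set it was 0.7358 at 20 °C and 0.02888 at 27 °C, in place of 0.48 and -0.14. Both rest on 9 genes, below the minimum of 10 for a set test, so the part of the collagen genes could not be decided at either temperature. In RPF at 20 °C the shift of ribosomal protein genes was 0.1646 under the offset, still past the threshold and not fully explained by it, and that of collagen genes was -0.01423, which cannot be told apart from an effect of length and GC content.

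Lower hsp-90 footprints in noNSUN at 27 °C were only partly accompanied by lower mRNA. The RNA log2 fold change was -0.2804 against -1.18 in RPF, and the TE change of -0.87 did not pass the threshold (adjusted p = 0.53). No biological explanation was tested for this gene.

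Other splits of the libraries were compared with the real one. For each contrast of 2 groups, 4 of the 10 splits part as many same-numbered pairs as the real one, so the share of splits cannot fall under 0.05. The other splits part only 1 same-numbered pair and were not compared. In RNA and in RPF, for the genotype difference at 20 °C and at 27 °C and for the heat response in wild type and in noNSUN, 1 of 4 splits, the real one, gave as many genes, and the other splits gave 0 called genes. The same held for TE at 20 °C, where 1 of 4 splits gave as many. With the replicate block, the other RNA splits at 20 °C gave 0 to 7 genes against 160. For TE at 27 °C and for the TE heat response in either genotype, 4 of 4 splits gave as many genes, which the real count of 0 (96, 96 and 188 genes at an unadjusted p under 0.05) fixes in advance. For the difference of the heat response, 32 of 32 splits gave as many genes in RNA, RPF and TE, again fixed by a count of 0 (125, 84 and 133 at an unadjusted p under 0.05). Among those splits up to 18 RNA, 38 RPF and 3 TE genes were called.

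In the TE of leucine-enriched genes the shift here was 0.37 at the lower temperature and -0.06 at the higher. The first has the opposite direction to the reduction that the study described, and the second the same direction without passing the threshold. The measures were unlike, since the shift here is relative to all tested genes. The study instead compared the ratios of footprints to mRNA of each gene class between the strains. It also reported higher ribosome occupancy at leucine and proline codons in noNSUN, which counts per gene cannot address. With lysates as units the difference at the higher temperature was -0.22, with 0 of 3 pairs higher (exact permutation p = 0.1). The shift there passed the unadjusted threshold without the wild-type replicate 1 lysate (-0.1421) and without replicate 1 (-0.0955). It reversed without the wild-type replicate 2 lysate (0.0351) and without replicate 2 (0.0645). In proline-enriched genes the shift at the lower temperature was 0.48. This is opposite in direction to the description of the study, but the shift was 0.0399 under the offset for length and GC content and 0.0201 with the block as well. With lysates as units the difference was 0.18, with 2 of 3 pairs higher (exact permutation p = 0.6), so the direction is not established. The UUG set, which the study described as reduced with heat shock, had a shift of 0.12 at the higher temperature that did not pass the threshold. Its direction was unstable, since with lysates as units the difference was -0.09, with 1 of 3 pairs higher, and at a mean of at least 10 counts the shift was -0.0907. That filter took the mean over RNA and RPF libraries together, so it does not select for footprint counts. In the leave-out fits the shift was -0.0885 to 0.40. Without replicate 1 it passed the unadjusted threshold in the direction opposite to the study (0.3646 on 14 genes, limma cameraPR p of 0.0243). The UUG set had another enrichment limit here than in the study, whose annotation release and gene filter were not stated. The leucine set rested on single codons, and 26 of its 123 genes were ribosomal protein genes. How the study combined leucine codons was not stated. Whether the building of the sets accounts for the differences was tested only through the alternatives. At 20 °C the leucine shift was 0.16 with any codon at least 2 times and 0.03 with leucine summed at 1.5 times.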
